A study of Mus musculus with 12 samples. Its data were reported in "Skeletal Muscle MicroRNA and Messenger RNA Profiling in Cofilin-2 Deficient Mice Reveals Cell Cycle Dysregulation Hindering Muscle Regeneration" (2015).

How the data were processed

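Quadriceps muscle was dissected from 7-day-old mice lacking cofilin-2 and from wild type littermates, and total RNA of each mouse was hybridized to 1 Affymetrix Mouse Gene ST array. The authors' methods state that images were extracted with the Affymetrix operating software and that gene level values were made with Affymetrix Power Tools, whose version, summary algorithm and genome build are not given in the sources used here. The deposited values were taken as log2 levels normalized across arrays by the authors; the log2 scale was read from the values, since the table names none. No arrays were combined in the analysis, and no column lacked a sample. By the paper's account the mice were not pooled, but Xist and Y-linked signal on some arrays leaves mixed RNA possible. Groups came from the sample titles, with 6 arrays labelled WT and 6 labelled KO. Because Cfl2 opposed the labels, groups are called labelled KO and labelled WT throughout, and no sample was reassigned.

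Probe sets were named through the annotation of the array platform. Of 35556 rows, 21789 had 1 gene symbol, 1621 had several and 12146 were not listed and are unnamed here. Symbols were updated by gene identifier from a RefSeq gene table of the assembly GRCm38.p6, which matched 21698 probe sets and was otherwise used for the order of genes and to match older symbols in the lists through synonyms, only where the listed name is not itself a current symbol. The 21789 probe sets with 1 symbol were tested, and for each of the 19938 genes the probe set with the highest mean level stood for the gene in lists and text. Of the genes, 999 had more than 1 probe set, and for 5 of them called probe sets disagreed in direction. Genes without a probe set of their own, such as Cdkn1a, were not analysed here.

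Differences were computed as labelled KO minus labelled WT with lmFit and eBayes of limma version 3.58.1 in R version 4.3.3, without covariates, and adjusted by Benjamini-Hochberg over the tested probe sets at a threshold of 0.05. Folds are 2 to the power of the log2 difference. No further normalization and no filter on dim probe sets was applied, and no detection calls were used. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 43 lists, and again with an estimated correlation and with fry. The lists were written from textbook knowledge after reading the paper. They cover actin dynamics, sarcomere, nemaline myopathy, adult fast and developmental or slow fibres, myogenic regulators, denervation, atrophy, glucocorticoid and fasting, mechanical load, cell cycle, G1 regulators, p53 targets, DNA repair, apoptosis, cholesterol and fatty acid synthesis, glycolysis, fatty acid oxidation, oxidative phosphorylation, heat shock, endoplasmic reticulum stress, inflammation, clock, imprinted, ribosomal, immediate early and Y-linked genes, 13 cell types, and 2 lists of genes the study names, in which Kuf2 of the paper was read as Nuf2. Many of the other lists also hold genes that the study names, with 8 in the cell cycle list and 4 in the actin list. The mechanical load, G1 regulator and developmental or slow fibre lists hold 3 each. The fibroblast list holds 2, Sfrp4 and Frzb. To that extent these lists are not independent of the study, and they were not tested without those genes. The design, lists, tests and most alternatives were written before the data were examined. After results had been seen, 3 names (Gpi1, H19 and C3) that synonyms had matched to other genes were taken out of the glycolysis, imprinted and inflammation lists, which changed those lists and some adjusted list p-values.

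Genes named are Cfl2, the 10 largest rises and 10 largest falls among genes past the threshold (leaving out predicted genes and receptor or immunoglobulin segments), genes the study names for these arrays, and up to 4 passing members of each list with the largest change. Members that did not pass may be given with their values. Xist and the genes named in the closing observations on chromosome neighbours were chosen after their values were seen, as were Cidea, Prdm16 and Myh2. Where the Cfl2 probe set lies relative to the deleted part of the gene was not examined.

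The fit was tested on simulated data with 6 against 6 arrays and 21789 probe sets. It recovered 21 of 50 planted changes of 0.25 on the log2 scale, 45 of 50 of 0.5, 49 of 50 of 1 and 50 of 50 of 2, with 8 false calls. Lists of 25 independent genes were planted with a shift of 0.5 on the log2 scale. Of 10 such lists 10 were recovered, with 0 of 90 unchanged lists called. Members of some real lists were correlated, with an estimated correlation of 0.702 for cell cycle genes and 0.962 for neutrophil genes. The simulation does not cover such lists. Alternatives were a replicate block, quantile normalization, median centring, leaving out dim probe sets by mean level, all rows of the table, other variance settings, array weights, Y-linked and adipocyte levels as covariates, each array left out in turn, a minimum fold, the methods' t-test, and other list tests. The alternatives added after the data were seen were 2 that leave out several arrays and an exact permutation test of list means, which was added once the estimated correlation had left no list called. Figures were drawn with matplotlib version 3.10.9 in Python version 3.11.15.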

Results

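Gene expression was measured in quadriceps muscle of 7-day-old mice on 12 arrays, of which 6 were labelled wild type (WT) and 6 were labelled knockout (KO). The gene knocked out was Cfl2, which encodes cofilin-2, a muscle protein that severs actin filaments and helps their subunits come off. The comparison asks which transcripts differ between muscle with and without cofilin-2. Each array carried RNA of a separate mouse according to the methods, and the number of arrays limits the precision. The table held 35556 probe sets, and the 21789 with 1 gene symbol were tested. The mean of the array medians was 6.39 ± 0.02 (SD, n = 6) on the arrays labelled KO and 6.44 ± 0.01 (SD, n = 6) on the arrays labelled WT. The values spread more widely on the arrays labelled KO, with an SD over probe sets of 2.28 against 2.24. Both differences had a two-sided exact permutation p of 0.00216, the smallest that the possible assignments of the arrays can give. The first principal component held 53% of the variance and separated the labelled groups. The labels give no sex, and the level of Xist, the RNA that coats the inactive X chromosome of females, ranged from 4.78 to 11.67 over the 12 arrays.

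Cfl2 ran against the labels. Its log2 level was 12.38 ± 0.06 (SD, n = 6) on the arrays labelled KO and 6.06 ± 1.02 (SD, n = 6) on the arrays labelled WT. It was thus 80.0-fold higher on the arrays labelled KO, a log2 difference of 6.32 ± 0.36 (SE) with an adjusted p of 1.98e-07. Background was not measured, so that the levels on the arrays labelled WT have no known floor and the fold is not exact. The single arrays lay between 12.31 and 12.43 in the group labelled KO and between 4.92 and 7.71 in the group labelled WT, so that all 12 arrays opposed their labels. Every direction given here is that of the labels as deposited, labelled KO against labelled WT, and for most of the genes whose direction the text of the study states it opposes that direction. No array was moved to the other group.

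Ucp1, the uncoupling protein of brown fat, had the largest rise after Cfl2 on the arrays labelled KO and was 6.72-fold higher (log2 difference 2.75 ± 0.60 SE, adjusted p = 0.00321). Sfrp4 and Frzb, secreted antagonists of Wnt signalling, were 4.73-fold and 4.39-fold higher (log2 differences 2.24 ± 0.24 and 2.13 ± 0.15 SE). Lep, which encodes the fat hormone leptin, was 4.35-fold higher (2.12 ± 0.36 SE), and Nnat had log2 levels of 9.94 ± 0.82 against 7.94 ± 0.53 (SD, n = 6). Glb1l2, Tmem45b, the lipid droplet gene Plin1 and Lgals12 completed the 10 largest, with log2 differences of 1.84, 1.76, 1.71 and 1.70. Ucp1 varied widely within the group labelled KO, from 5.69 to 10.22, and the lowest of these arrays lay within the range of the group labelled WT, 5.24 to 5.94. On that array, labelled KO5, Nnat (8.42), Tmem45b (5.95), Plin1 (8.12) and Lgals12 (7.06) also lay within the labelled WT range. The highest arrays labelled WT stood at 8.77, 6.05, 8.60 and 7.71. Lep (5.60), Glb1l2 (6.36), Sfrp4 (9.31) and Frzb (10.63) lay above that range on the array labelled KO5, Lep only just (5.53). Ucp1, Lep, Glb1l2 and Tmem45b were dim on the arrays labelled WT, with no known floor, so that their differences are not exact. With the mean level of the adipocyte list as a covariate the Ucp1 difference was 1.503 with an adjusted p of 0.221. Nnat and Tmem45b then had differences of 1.008 and 1.111, with adjusted p of 0.0648 and 0.137.

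Mir136 was the lowest relative to the arrays labelled WT and fell by 2.24 ± 0.13 (SE) on the log2 scale, and Mir434, Mir127 and Mir380 of the same chromosomal cluster had log2 differences of -1.93, -1.83 and -1.74. Angptl7 and Ankrd1, a stretch-responsive protein of the sarcomere, had log2 differences of -2.24 ± 0.34 and -2.22 ± 0.20 (SE). Egln3, an oxygen-sensing prolyl hydroxylase, lay at 9.58 ± 0.31 against 11.58 ± 0.38 on the arrays labelled WT (SD, n = 6). Dpep1 differed by -1.96 ± 0.26 and the desmosome gene Dsp by -1.75 ± 0.34 (SE). Lcn2, which neutrophils and stressed tissue secrete, differed by -1.81 ± 0.63 (SE) with an adjusted p of 0.0412. It lay at 10.74 and 10.49 on the arrays labelled WT2 and WT4 and at 6.98 to 7.82 on the others labelled WT. On the arrays labelled KO it lay at 6.26 to 7.10. Its call was lost when any single array other than labelled WT1, WT3 or WT5 was left out, with adjusted p from 0.0515 to 0.0721. Array weights (-1.22, adjusted p = 0.0867) and the adipocyte level as a covariate (-1.82, adjusted p = 0.235) ended it too, among other settings.

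In all, 6952 of the 21789 probe sets changed (31.9%), with 4250 higher and 2702 lower on the arrays labelled KO. They stood for 6359 genes. Most changes were small, with a median absolute log2 difference of 0.29 among those called, and 939 probe sets changed by at least 1.5-fold, 634 of them higher and 305 lower. Centring each array on its median moved the share of higher calls from 61.1% to 77.8%.

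**Figure D1:**
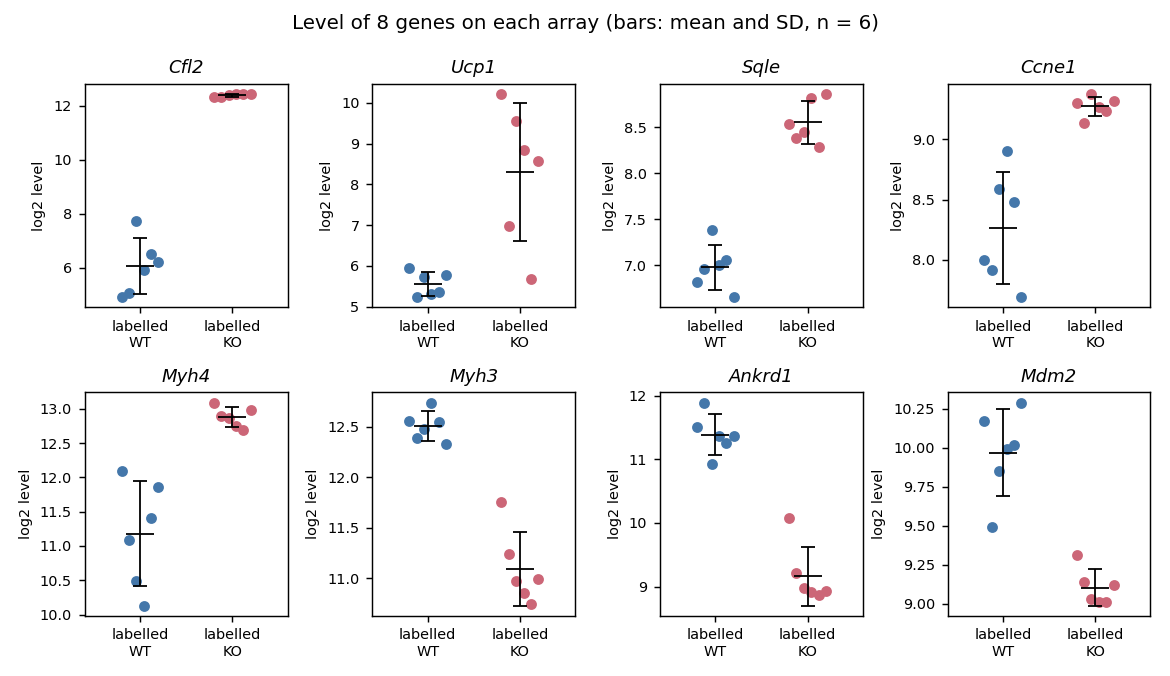
Log2 level of 8 genes on each of the 12 arrays, with the arrays labelled WT on the left of each panel and those labelled KO on the right; each point is an array, and the bars give the mean and SD (n = 6). Cfl2 lay between 4.92 and 7.71 on the arrays labelled WT and between 12.31 and 12.43 on those labelled KO.

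Most cell division genes were higher on the arrays labelled KO. Of 118 measured members of the cell cycle list, 108 were higher and 0 lower over all probe sets tested, and 111 and 0 adjusted over the list alone. The list averaged 7.84 to 8.08 on the arrays labelled KO. On those labelled WT it spread more widely, with 6.95 on WT6, 7.17 on WT1, 7.25 on WT2, 7.35 on WT5, 7.68 on WT3 and 7.72 on WT4. Prc1 and Anln, which act in cytokinesis, were 2.17-fold and 2.07-fold higher. The checkpoint gene Mad2l1 differed by 1.07 ± 0.18 (SE) and the cyclin Ccne1 by 1.01 ± 0.17. The median log2 difference of the list was 0.62, with a camera adjusted p of 5.69e-27 and an adjusted p = 0.367 with an estimated correlation. The 5 spindle genes that the study names, Fbxo5, Kif2c, Kif11, Sass6 and Nuf2, were all higher over all probe sets tested and adjusted over the list alone, by 0.45 to 0.93. That list was chosen by the study on these samples and is not independent evidence (camera adjusted p = 0.000676, adjusted p = 0.345 with an estimated correlation).

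Genes that regulate or guard the cell cycle changed in both directions, and a difference between their lists was not tested. Among members that changed, G1 regulators and DNA repair genes were mostly higher and p53 targets mostly lower. Of 19 inhibitors and G1 regulators, 7 were higher and 1 lower over all probe sets tested, and 7 and 2 adjusted over the list alone (camera adjusted p = 0.174). Cdkn2c, an inhibitor of the early G1 kinases, was 1.94-fold higher, while the retinoblastoma gene Rb1 had a log2 difference of -0.58 ± 0.08 (SE). The cyclin Ccnd1 was 1.75-fold higher, while Ccnd2 and Ccnd3 did not pass (adjusted p = 0.495 and 0.353). Among 26 targets of p53, 4 were higher and 10 lower, and 5 and 10 adjusted over the list alone (camera adjusted p = 0.188). Eda2r differed by -1.58 ± 0.17, Mdm2 by -0.87 ± 0.11 and Btg2 by -0.83 ± 0.14 (SE), while Ddit4l differed by 1.58 ± 0.20. DNA repair genes were higher in 15 and lower in 2 of 32 cases, and in 16 and 2 adjusted over the list alone (camera adjusted p = 0.00186, adjusted p = 0.345 with an estimated correlation). The apoptosis list had 7 higher and 7 lower of 33, and 9 and 7 adjusted over the list alone (camera adjusted p = 0.963).

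Genes of lipid synthesis were mostly higher on the arrays labelled KO. All 21 measured genes of cholesterol synthesis were higher over all probe sets tested and adjusted over the list alone, with a median log2 difference of 0.71. Idi1 differed by 1.64 ± 0.17 and Sqle, the squalene epoxidase, by 1.57 ± 0.12, followed by Msmo1 at 1.19 ± 0.10 and Cyp51 at 1.12 ± 0.10 (SE). The camera adjusted p was 5.7e-15, with an adjusted p = 0.156 with an estimated correlation. Srebf2 and Srebf1, the transcription factors of sterol and fatty acid synthesis, differed by 0.50 ± 0.07 and 0.45 ± 0.07 (SE). In the fatty acid and triglyceride synthesis list 17 of 21 were higher and 2 lower, and 17 and 3 adjusted over the list alone (camera adjusted p = 1.37e-06, adjusted p = 0.3 with an estimated correlation). Thrsp differed by 1.42 ± 0.12 and Agpat2 by 1.21 ± 0.26 (SE). The list averaged 9.25 on the array labelled KO5, which was also low in adipocyte markers, and 9.55 to 9.67 on the others labelled KO. Agpat2, the 1 member that is also in the adipocyte list, was at 8.21 there, within the range of the arrays labelled WT, 8.06 to 8.70. Glycolysis and glycogen genes were higher in 17 and lower in 2 of 26 cases, also adjusted over the list alone (camera adjusted p = 4.21e-07, adjusted p = 0.14 with an estimated correlation). Phkg1, the catalytic subunit of muscle phosphorylase kinase, was 2.90-fold higher (log2 difference 1.53 ± 0.09 SE), and Pgm1 was 1.58-fold higher. Fatty acid oxidation had 9 higher and 3 lower of 23, also adjusted over the list alone (camera adjusted p = 0.294), and oxidative phosphorylation had 8 and 3 of 43, and 7 and 2 adjusted over the list alone (camera adjusted p = 0.826).

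Myosin heavy chain genes went both ways. Myh4, the fast IIb form, was 3.25-fold higher on the arrays labelled KO (log2 difference 1.70 ± 0.27 SE, adjusted p = 0.000397). Myh3, the embryonic form, had a log2 difference of -1.41 ± 0.14 (SE, adjusted p = 1.18e-05), and Myh8, the perinatal form, of -0.16 ± 0.04, which was -0.11 with each array centred on its median (adjusted p = 0.0525). The developmental and slow list had 2 higher and 12 lower of 20 members, and 2 and 14 adjusted over the list alone (camera adjusted p = 1.37e-06, adjusted p = 0.345 with an estimated correlation). The adult fast list had 11 higher and 4 lower of 26, and 13 and 4 adjusted over the list alone (camera adjusted p = 0.0121, adjusted p = 0.416 with an estimated correlation). Beside Myh4 its largest rises were those of the enzymes Phkg1, Gpd1 (1.24 ± 0.08 SE) and Ampd1 (0.69 ± 0.06 SE), while Myh2, the fast IIa heavy chain, differed by -0.45 ± 0.12 (SE, adjusted p = 0.0119). The Myh2 call was lost with the adipocyte level as a covariate and without the arrays labelled WT4 and WT6 (differences of -0.54 and -0.38, adjusted p = 0.0595 and 0.0555). Sarcomere genes were higher in 6 and lower in 24 of 40 cases, and in 6 and 27 adjusted over the list alone (camera adjusted p = 2.88e-06, adjusted p = 0.345 with an estimated correlation). Xirp2 and Csrp3, proteins of the Z-disc and its attachments, differed by -1.23 ± 0.14 and -1.21 ± 0.10 (SE), while Myoz3 differed by 1.13 ± 0.17. Of the 33 genes that respond to mechanical load through SRF or YAP, 4 were higher and 17 lower, and 4 and 19 adjusted over the list alone (camera adjusted p = 0.000107, adjusted p = 0.345 with an estimated correlation).

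Actin regulators were higher in 24 and lower in 9 of 55 cases, and in 26 and 9 adjusted over the list alone. Beside Cfl2 itself they included Tmsb10, which binds actin monomers, at 0.77 ± 0.11 (SE), with Lmod2, a nucleator of thin filaments, at -0.86 ± 0.13 and Enah at -0.67 ± 0.07. The camera adjusted p was 0.0269, with an adjusted p = 0.508 with an estimated correlation, and the call was lost without the array labelled WT6 (adjusted p = 0.0843). The list includes Cfl2 itself, at 6.32, and was not tested without it. Its median was 0.11 and its mean 0.21. The 16 nemaline myopathy genes, which include Cfl2, had 7 higher and 6 lower, and 7 and 8 adjusted over the list alone (camera adjusted p = 0.86). Their median was -0.09 and their mean 0.42. Myogenic regulators had 5 higher and 5 lower of 21, and 6 and 6 adjusted over the list alone (camera adjusted p = 0.566).

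Many genes of fasting and glucocorticoid signalling were lower on the arrays labelled KO. Of 28 measured, 0 were higher and 15 lower, and 0 and 19 adjusted over the list alone (median log2 difference -0.40, camera adjusted p = 1.2e-06, adjusted p = 0.388 with an estimated correlation). The list averaged 9.67, 10.03 and 9.98 on the arrays labelled WT1, WT2 and WT6, 9.31 to 9.33 on the others labelled WT and 9.03 to 9.17 on those labelled KO. Zbtb16 differed by -1.64 ± 0.21, Fkbp5 by -1.43 ± 0.43 and Per1 by -1.14 ± 0.19 (SE). Fkbp5 lay at 10.32 and 9.72 on the arrays labelled WT2 and WT6, at 8.25 on WT1, at 7.48 to 7.68 on the others labelled WT and at 6.90 to 7.24 on those labelled KO. Its call was lost with the adipocyte level as a covariate (-1.48, adjusted p = 0.149) and without the arrays labelled KO1, KO2 and KO3 (-1.48, adjusted p = 0.0973). Among 30 genes of atrophy and proteolysis, 3 were higher and 12 lower, also adjusted over the list alone (camera adjusted p = 0.0116, adjusted p = 0.472 with an estimated correlation). The atrophy ubiquitin ligase Fbxo32 differed by -1.41 ± 0.31 (SE), with levels of 10.49, 9.94 and 10.69 on the arrays labelled WT1, WT2 and WT6 and 8.64 to 9.26 on the others labelled WT, while Asb14 was 2.76-fold higher. Endoplasmic reticulum stress genes were higher in 3 and lower in 12 of 27 cases, and in 3 and 13 adjusted over the list alone (camera adjusted p = 0.00105, adjusted p = 0.345 with an estimated correlation). Asns, the asparagine synthetase, differed by -0.94 ± 0.10 (SE). The denervation list had 2 higher and 7 lower of 20, and 3 and 7 adjusted over the list alone (camera adjusted p = 0.0472, adjusted p = 0.441 with an estimated correlation). Its call was lost without the array labelled WT1, WT2, WT6, KO2 or KO3, with adjusted p of 0.058, 0.0545, 0.067, 0.0807 and 0.0866. Ribosomal protein genes had 0 higher and 8 lower of 28, also adjusted over the list alone (camera adjusted p = 0.00214, adjusted p = 0.345 with an estimated correlation).

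Heat shock proteins and chaperones had 3 higher and 7 lower of 20, also adjusted over the list alone (camera adjusted p = 0.142), and Hspb7, a small heat shock protein of heart and muscle, differed by -0.75 ± 0.06 (SE). Circadian genes had 5 higher and 2 lower of 16, also adjusted over the list alone (camera adjusted p = 0.189), with Bhlhe40 1.88-fold higher and Arntl at -0.77 ± 0.14 (SE). Acute phase and inflammation genes had 5 and 7 of 24, and 5 and 8 adjusted over the list alone (camera adjusted p = 0.295). Immediate early genes had 4 and 6 of 24, also adjusted over the list alone (camera adjusted p = 0.312). Imprinted growth genes had 8 and 7 of 22, and 8 and 8 adjusted over the list alone (camera adjusted p = 0.86), with a median of -0.05 and a mean of 0.06. Y-linked genes had 0 and 0 of 6, also adjusted over the list alone (camera adjusted p = 0.963), with a median of 0.10, a mean of 0.14 and a lower direction in the test. Of the 42 measured genes in the list of genes the study names, 24 were higher and 15 lower, also adjusted over the list alone. The camera adjusted p was 0.0332, with an adjusted p = 0.461 with an estimated correlation. The list holds Ucp3, which the paper discusses only from earlier studies. Its cyclin D and E members were read from the family names Ccnd and Ccne that the paper gives. The study reported the other members on these samples, so that the count of the list is not independent evidence. The call was lost without the array labelled WT2, WT6 or KO1, with adjusted p of 0.0545, 0.0647 and 0.0641.

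Over the 43 lists, camera with a preset correlation called 23, of which 13 were higher and 10 lower on the arrays labelled KO. With an estimated correlation it called 0, with a lowest adjusted p of 0.14. Some calls of camera at the preset correlation also depended on other settings. With dim probe sets left out the actin, adult fast, DNA repair, neutrophil and study-named lists lost the call (adjusted p = 0.312, 0.144, 0.0936, 0.0853 and 0.251). Quantile normalization ended it for the actin, keratinocyte and study-named lists (adjusted p = 0.173, 0.379 and 0.0849), and median centring for the last of these (adjusted p = 0.23). With the adipocyte level as a covariate the actin, neutrophil and study-named lists lost it (adjusted p = 0.105, 0.0566 and 0.0895), and with array weights the neutrophil and keratinocyte lists (adjusted p = 0.0812 and 0.057). With the adipocyte covariate the medians of the actin, neutrophil and study-named lists were 0.112, -0.52 and 0.48. Without it they were 0.108, -0.57 and 0.45. Without the arrays labelled KO1, KO2 and KO3 the call was lost for the actin, denervation, atrophy, neutrophil and study-named lists (adjusted p = 0.056, 0.123, 0.0574, 0.0842 and 0.0574). The denervation list lost it with the mean of all probe sets of a gene (adjusted p = 0.0527). Other lists gained a call. Quantile normalization gave 1 to the heat shock list (adjusted p = 0.0206) and median centring to the p53 list (adjusted p = 0.0465). The adipocyte covariate gave 1 to oxidative phosphorylation and immediate early genes (adjusted p = 0.0213 and 0.0229). Without the arrays labelled KO1, KO2 and KO3 the heat shock and immediate early lists gained it (adjusted p = 0.0356 and 0.0183).

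Many markers of macrophages, fibroblasts, endothelium and adipocytes were higher on the arrays labelled KO, though not those of every related cell type. The macrophage list had 19 higher and 0 lower of 31, and 22 and 0 adjusted over the list alone (camera adjusted p = 6.51e-07, adjusted p = 0.276 with an estimated correlation). Folr2, a folate receptor of resident macrophages, was 2.73-fold higher (log2 difference 1.45 ± 0.12 SE), and Adgre1, which encodes F4/80, was 1.84-fold higher. The fibroblast and matrix list had 21 higher and 1 lower of 37, and 23 and 2 adjusted over the list alone (camera adjusted p = 1.2e-06, adjusted p = 0.416 with an estimated correlation), with Thy1 2.08-fold and Dpt 1.87-fold higher. The endothelial list had 14 higher and 0 lower of 25, and 15 and 0 adjusted over the list alone (camera adjusted p = 0.000183, adjusted p = 0.401 with an estimated correlation), and Apln was 2.62-fold higher. On the array labelled WT6 these 3 lists had their lowest mean levels (7.21, 10.14 and 8.84), as did the cell cycle list (6.95). Whether the cell cycle difference is separate from that of these cell types was not tested. The adipocyte list had 13 higher and 2 lower of 24, and 14 and 2 adjusted over the list alone, with a median log2 difference of 0.55. Its camera adjusted p was 0.00186, with an adjusted p = 0.536 with an estimated correlation. The mean level of its members was 8.82 on the array labelled KO5 and 9.52 to 9.95 on the other arrays labelled KO, and it was 9.45 on the array labelled WT1 and 8.80 to 8.96 on the other arrays labelled WT. The brown adipocyte list had 6 higher and 1 lower of 18, also adjusted over the list alone (camera adjusted p = 0.364), and its members Cidea and Prdm16 had log2 differences of 0.07 ± 0.28 and -0.05 ± 0.05 (SE).

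The neutrophil list had 0 higher and 0 lower of 18 members, also adjusted over the list alone, with a median log2 difference of -0.57 (camera adjusted p = 0.0247, adjusted p = 0.705 with an estimated correlation). Its members averaged 8.01 on the array labelled WT4 and 5.30 to 5.55 on the other arrays labelled WT, and without that array the median was -0.10 (adjusted p = 0.0394). The erythroid list averaged 8.67 on the same array and 6.53 to 6.73 on the others labelled WT, with 0 higher and 1 lower of 17, also adjusted over the list alone (camera adjusted p = 0.327). The lymphocyte list had 0 higher and 0 lower of 23, also adjusted over the list alone (camera adjusted p = 0.121). The keratinocyte list had 1 higher and 3 lower of 24, and 0 and 3 adjusted over the list alone (camera adjusted p = 0.0438, adjusted p = 0.56 with an estimated correlation). Its call was lost without the array labelled WT1, WT6, KO1, KO5 or KO6, with adjusted p of 0.0606, 0.0992, 0.0522, 0.0518 and 0.078. Tendon markers had 4 higher and 8 lower of 18, and 5 and 8 adjusted over the list alone (camera adjusted p = 0.327). Satellite cell genes had 7 and 4 of 24, Schwann cell genes 3 and 1 of 19 and smooth muscle and pericyte genes 5 and 3 of 16, in each case also adjusted over the list alone (camera adjusted p = 0.23, 0.826 and 0.546). The Schwann list had a median of -0.01 and a mean of 0.00360.

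**Figure D2:**
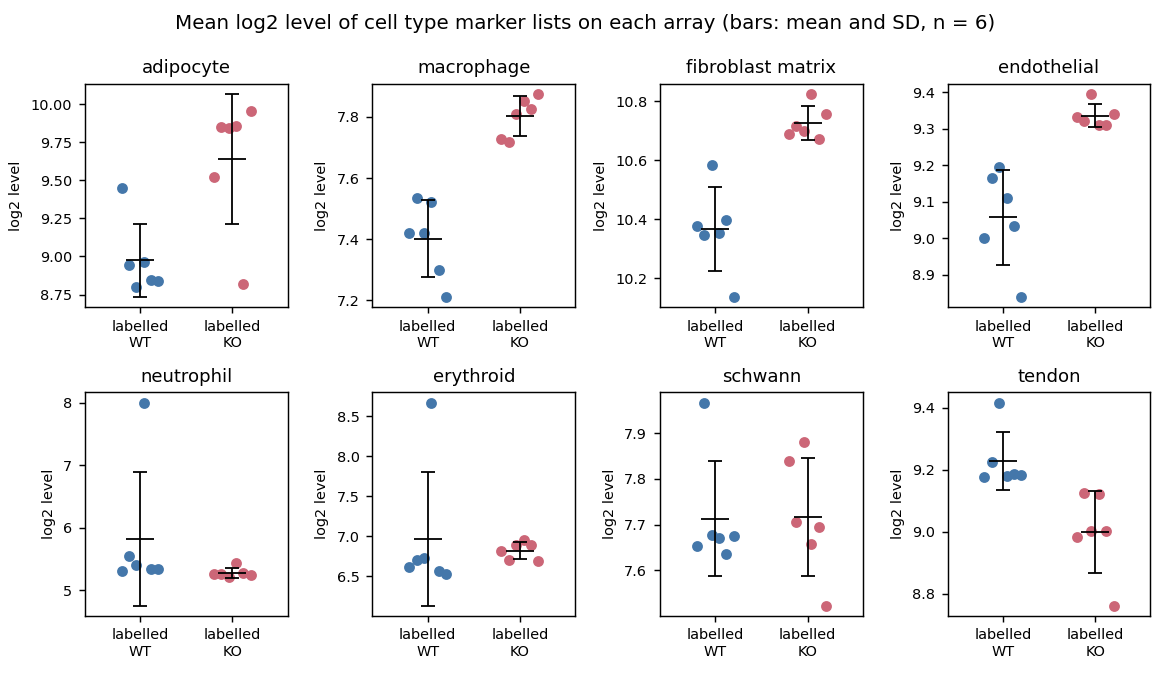
Mean log2 level of the members of 8 cell type marker lists on each array, labelled WT on the left and labelled KO on the right; each point is an array, and the bars give the mean and SD (n = 6). The array labelled WT4 stood at 8.01 for neutrophil and 8.67 for erythroid markers, and the array labelled KO5 at 8.82 for adipocyte markers.

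**Figure D3:**
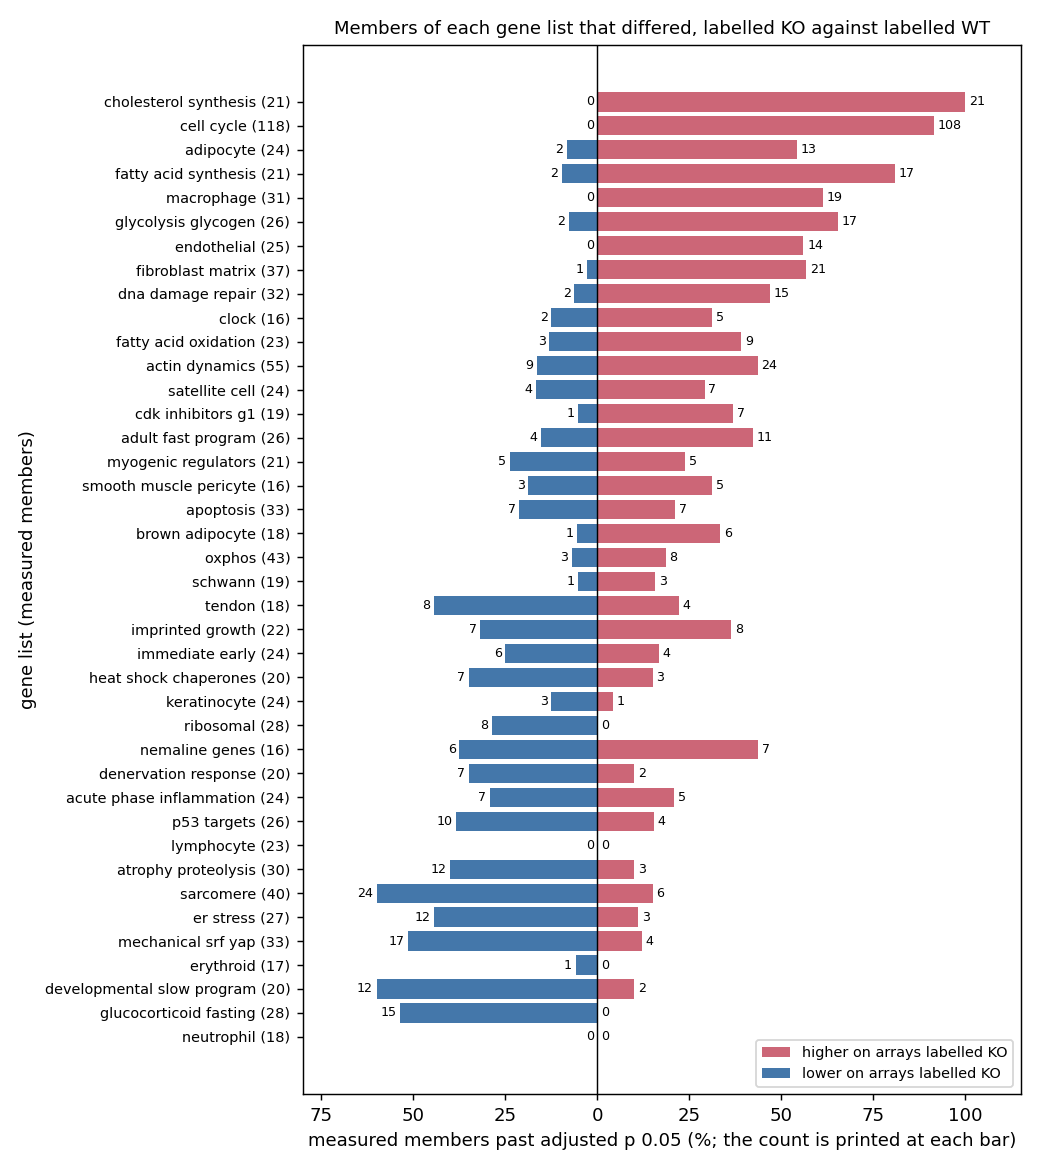
Share of the measured members of 40 gene lists that were higher (right) or lower (left) on the arrays labelled KO, in percent, ordered by the median log2 difference; the count is printed at each bar and the number measured beside each name. All 21 cholesterol synthesis genes and 108 of 118 cell cycle genes were higher.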

Values the study reported

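The study counted 2223 genes as differentially expressed in the mRNA arrays. It gave a KO/WT ratio of 0.48 for Cfl2, 0.68 for Ucp1, 0.72 for Lep, 1.32 for Angptl7 and 1.3 for Rtl1.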

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

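The tests of the Cfl2 labels, of the Xist and Y-linked signal and of the Dlk1-Dio3 cluster were chosen after those results were seen; the counts of other splits were chosen before. Cfl2 was higher on all 6 arrays labelled KO, by 6.32 on the log2 scale, in a design whose KO mice lack it. Single mislabelled arrays are argued against by the gap of 4.6 between the lowest array labelled KO and the highest labelled WT. An exchange of the group labels as a whole in the deposited table is a candidate explanation. Of 36 measured genes whose direction the text of the paper states, 31 ran opposite to the labels. The exceptions were Fbxo5, Kif2c, Kif11, Sass6 and Nuf2, which the paper reports as higher. It also reports most genes of mitosis as lower. Those 5 genes are members of the cell cycle list here, in which 108 of 118 genes were higher. These statements of the paper thus point opposite ways about the labels. Ratios of the geometric means of the log2 values, labelled WT over labelled KO, were 0.484 for Cfl2, 0.681 for Ucp1, 0.72 for Lep, 1.32 for Angptl7 and 1.1 for Rtl1. All but that for Rtl1 lie close to the ratios of KO to WT that the study prints. They would do so if the group analysed there as KO were the one labelled WT here. The UCP1 protein blot of the study also opposes the labels. So do its quantitative PCR results for Mdm2 and Myh3, higher in its knockout mice, and for Chek2 and Ccne, lower there.

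Xist and Y-linked genes, which mark female and male RNA, were both raised on some arrays. On the array labelled KO2 the Xist level was 27.4% and the Y-linked level 72.9% of that on 4 reference arrays with a clear single sex, and on the array labelled KO1 the shares were 82.9% and 15.6%. Mixed RNA of male and female pups may account for it, since on 3 of the 3 arrays where neither share reached 90%, labelled KO1, KO2 and KO3, the shares summed to 0.985, 1 and 0.766 of the full reference level, the last of these near the bound of 0.75 that was set. Xist was also higher on other arrays with Y-linked shares of 95.1% to 105% than on the reference arrays labelled WT5 and WT6 (4.78 and 5.11). It lay at 6.85 and 8.28 on the arrays labelled WT1 and WT2, with Xist shares of 2.77% and 9.19%. On the arrays labelled KO4, KO5 and KO6 it lay at 6.86, 6.16 and 7.74, with shares of 2.8%, 1.33% and 6%. Where the mixing would have happened was not tested, nor was a raised background, which normalization across arrays would hide.

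The Dlk1-Dio3 cluster was lower on the arrays labelled KO in 45 of 48 genes. A single array is argued against, since at least 45 of them were called lower with any array left out. A shift of microRNA probe sets as a class does not reach the size seen, with a median of -0.175 outside the cluster against -1.06 inside it, though 62 of 143 of those outside were lower and 0 higher. A chromosome segment carried along with the targeted gene cannot be told apart from an effect of the genotype, since genes between Cfl2 and Dlk1 were called lower 1.253 times as often as genes on other chromosomes, between the bounds set for either answer. An effect of the genotype on this cluster stays open as a hypothesis.

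Of 100 splits of the 12 arrays into 6 and 6, 1 gave as many changed probe sets as the labels, namely the real one, with 6952 against at most 1527 in another split. The same held for those higher (1 split, 4250 against 1222) and those lower (1 split, 2702 against 305), where the larger and the smaller count of each split were compared, for the cell cycle median (1 split, 0.62 against 0.57) and for the cholesterol synthesis median (1 split, 0.71 against 0.54). For the number of lists called by camera 3 splits were as large, with 23 against at most 24, and for the adipocyte median 4 splits, with 0.55 against at most 0.77. Chance alone is thus excluded at a share of 0.05 for the counts of probe sets and for the cell cycle and cholesterol synthesis medians. For the number of lists and the adipocyte median the shares of 3 and 4 in 100 lie close to 0.05. Since 100 of 462 possible splits were drawn, those shares do not decide about chance.

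Single arrays stood apart from the other 5 of their group in 23 of 242 groups of values, where chance would give about 12.1, or 1 in 20. On the array labelled WT4 the marker lists of neutrophils (8.01), lymphocytes (5.72) and erythroid cells (8.67) were high, and Mir434 was at 9.41. On the array labelled KO5 Plin1 (8.12), Agpat2 (8.21), Srebf1 (8.33), Dlk1 (13.09) and the fatty acid synthesis list (9.25) were low. Thy1 (8.48) and the tendon list (9.42) were high and Myh8 (13.08) was low on the array labelled WT3. The Schwann cell list (7.97) and the glycolysis list (10.94) were high on the array labelled WT2, and on the array labelled WT1 the adipocyte list (9.45) was high. The smooth muscle list (9.15) and the satellite cell list (8.73) were low on the array labelled WT6. On the array labelled KO4 Lcn2 (7.10), Asns (9.78) and the neutrophil list (5.44) were high. Ankrd1 was high on the array labelled KO1 (10.07), the endothelial list was high on the array labelled KO3 (9.40) and Mir380 was low there (6.94). Among the 13767 rows outside the tested set, 2141 differed between the labelled groups.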

How the results depend on the processing

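The settings that leave out several arrays and the exact permutation test of list means were chosen after the data were seen. The difference in Cfl2 kept its direction and call in every setting in which it was fitted. The count of changed probe sets ranged from 5924 to 7155 with each array left out in turn. Median centring gave 1557 lower probe sets, and 77.8% of calls were then higher, against 61.1% without it. With the adipocyte level as a covariate 3514 probe sets changed, 2364 higher and 1150 lower; that level itself differed between the labelled groups. Without the arrays labelled KO1, KO2 and KO3, which leaves fewer samples, 1782 were lower. A minimum fold of 1.5 left 939. The methods' t-test called 9003 probe sets at its unadjusted threshold and 6342 after Benjamini-Hochberg, and 2087 at the methods' ratio limits when ratios of geometric means of log2 values were taken. Beyond these settings the cause of each change was not tested.

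List tests depended most on the setting. Camera with an estimated correlation called 0 of 43 lists, with unchanged medians for cell cycle (0.62, adjusted p = 0.367), cholesterol synthesis (0.71, adjusted p = 0.156) and adipocyte genes (0.55, adjusted p = 0.536). Fry, which does not compare a list with other genes, called 30. The exact permutation test of list means, the last of 4 list tests run and added once the estimated correlation had left none called, also called 30, of which 21 were called by camera. It asks only whether a list's mean differs between the labelled groups, as it would with any wide shift of the arrays, and so does not restore the calls lost with an estimated correlation. Under it the imprinted growth list had a mean difference of 0.0571, against a median of -0.05. Counted as list-by-setting values, 1036 of the other lists kept direction and side of the threshold, 58 (from 20 lists) lost the call and 24 gained it. Of the gene-by-setting values 29 lost it, from 8 genes, namely Lcn2, Dlk1, Fkbp5, Myh2, Nnat, Tmem45b, Myh8 and Ucp1. With the adipocyte level as a covariate the fatty acid synthesis median was 0.37 and the cholesterol synthesis median 0.73.

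No pairing of the arrays by replicate number was seen, as residual correlations of same-numbered arrays ranged from -0.223 to 0.168 and 1 of 6 arrays labelled WT correlated best with its own number. With a replicate block 6074 probe sets changed, and Dlk1 had an adjusted p of 0.0791. The paper describes pairs of deficient and littermate mice, but the labels tie no number to a litter, so that a pairing cannot be ruled out. Signal over background was not measured here, so that dim genes such as Ucp1, Lep and Cfl2 on the arrays labelled WT have no known floor. As a rough guide, Eif2s3y, Kdm5d and Uty lay at 4.33 to 5.54 on the female reference arrays labelled WT3 and WT4. Xist lay at 4.78 and 5.11 on the male reference arrays labelled WT5 and WT6. Lep lay at 5.13 to 5.53 on the arrays labelled WT, within the range of those Y-linked genes.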

Other observations

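The tests of the chromosome neighbours of Cfl2 and of the microRNA cluster were chosen after the results were seen. The imprinted Dlk1-Dio3 cluster, which holds a long run of microRNA and small nucleolar RNA genes between Dlk1 and Dio3, was lower on the arrays labelled KO almost as a whole. Of its 48 measured genes 45 were lower and 0 higher, with a median log2 difference of -1.01. Of its 40 microRNA genes 39 were lower. Whether these genes changed independently of each other was not tested, nor were levels of mature microRNA. The paper measured microRNAs on a separate array, which was not used here. Its quantitative PCR of miR-376b, a member of the cluster, did not reach significance. Mir136 was 4.72-fold, Rtl1 2.002-fold, Rian 1.85-fold and Meg3 1.24-fold higher on the arrays labelled WT. Dlk1 at the start of the cluster was 1.08-fold higher there, a call that was lost in several settings, among them with each array centred on its median (-0.06, adjusted p = 0.244), with quantile normalization (-0.09, adjusted p = 0.0714), with the adipocyte level as a covariate (-0.15, adjusted p = 0.0568) and without the arrays labelled KO1, KO2 and KO3 (-0.12, adjusted p = 0.0741). Dio3 at its end had a log2 difference of -0.05 ± 0.07 (SE, adjusted p = 0.576).

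Of the genes next to Cfl2 in the gene order of GRCm38.p6, Egln3 and Snx6 differed most. Snx6, its nearest measured neighbour on the side of Egln3, was 2.53-fold higher on the arrays labelled WT (log2 difference -1.34 ± 0.07 SE, adjusted p = 1.22e-07), and Sptssa differed by 0.59 ± 0.10 (SE). Of the 20 nearest measured genes 9 changed, and their mean absolute log2 difference of 0.34 lay at percentile 99.3 of 19508 such windows, whose median was 0.17, and without Egln3 and Snx6 the mean of the other 18 was 0.19. No cause of this was tested.

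The ratio of labelled KO to labelled WT was 80.0 for Cfl2, 6.72 for Ucp1 and 4.35 for Lep. Those are higher than the values quoted from the study above. The ratio for Angptl7 was 0.212 and that for Rtl1 0.499. Those are lower than the values quoted from the study above. At the stated thresholds, with ratios taken as folds, 8864 probe sets passed, which stood for 8241 genes. Both are higher than the count of genes quoted from the study above. When the ratio was taken between the geometric means of the log2 values themselves, labelled WT over labelled KO, it was 0.484 for Cfl2, 0.681 for Ucp1, 0.72 for Lep, 1.32 for Angptl7, 1.1 for Rtl1 and 1.3 for Mir136 of the same cluster, and 2033 of the 21789 probe sets with 1 symbol passed, or 2107 of the 23410 listed with any gene. Those ratios lie close to the ones quoted above except that for Rtl1. Both counts of probe sets are lower than the one quoted, which is a count of genes. The 2033 probe sets stood for 1880 genes, which is lower too.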
